A study of Homo sapiens with 6 samples. Its data were reported in "A 3′‐pre‐tRNA‐derived small RNA tRF‐1‐Ser regulated by 25(OH)D promotes proliferation and stemness by inhibiting the function of MBNL1 in breast cancer" (2024).

How the data were processed

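Messenger RNA was sequenced in MDA-MB-453 cells, a human breast cancer cell line, at day 3. Per the labels, strand-specific mRNA libraries were made from total RNA and sequenced as read pairs on an Illumina NovaSeq instrument. There were 6 libraries: 3 of cells transduced with a lentivirus carrying a negative-control hairpin (control, replicates 1 to 3) and 3 of cells transduced with a lentivirus carrying a hairpin against tRF-1-Ser (shtRF, replicates 1 to 3). Groups were taken from the sample titles. tRF-1-Ser is a small RNA cut from the trailing end of a serine transfer RNA precursor. The study describes them as stable cells. Whether the replicates were separate transductions or dishes of one transduced population is not stated. In the latter case the p-values measure the spread between dishes and not that between transductions. Other differences between the populations could then not be told apart from the knockdown.

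The authors deposited a table of raw read counts per gene for the 6 libraries, with the exon coordinates, strand and exonic length of each gene. It held 36517 genes, each with at least 1 count in some library. The aligner, the counter and their versions are not stated. The column layout is that of featureCounts, and 98.5% of the 25660 gene symbols found once in GENCODE release 29 overlapped the same GRCh38 locus, so coordinates are given on GRCh38 as in that table. Totals ran from 63541413 to 78917459 counts per library. Among counts of 1 to 4, between 74.2% and 77.1% were even in each library, against 49.7% to 50.7% of counts of 1000 or more, which is what counting both mates of a pair gives at genes with few reads. The number of independent fragments behind a count may therefore have been smaller than the count itself, which would matter most for genes with few reads. Neighbouring genes that share exonic sequence seemed to be credited with the same reads irrespective of strand, and 29.9% of the tested genes had at least 10% of their exonic bases in exons of another gene. Such genes are pointed out where they were chosen by the rule given below or are named by the study. For other genes named as examples the overlap is mostly not given.

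The authors also deposited RPKM values (reads per kilobase of exon, scaled to the total of counted reads). The part of that table used here held 4997 complete genes, of which 6 had symbols that a spreadsheet had turned into dates. For the other 4991 genes, 100% of the RPKM values equalled the count divided by the gene length and by the library's total count, so RPKM values of all genes were recomputed from the counts in that way wherever they were needed.

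Differential expression was tested with edgeR 4.0.16 (R 4.3.3) on the counts as deposited: filterByExpr with the group and its default minimum count of 10, TMM normalisation, and the quasi-likelihood test (glmQLFit and glmQLFTest) with group as the only term, over all 6 libraries. After the filter 19628 genes were tested, and p-values were adjusted by the Benjamini-Hochberg method over them. TMM factors lay between 0.961 and 1.03. The common dispersion was 0.00572, a coefficient of variation between replicates of 7.56%. Standard errors of log2 fold changes were obtained from the estimate and its F statistic. CPM values are counts scaled to a library total of 1000000 with the TMM factors, and errors are standard deviations over 3 libraries.

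Genes named in the text were chosen by a rule fixed in advance: among genes with an adjusted p under 0.05, a log2 fold change above 1 or below -1, a mean of at least 2 CPM over the 6 libraries and all 3 libraries of one group above all 3 of the other, the 6 with the largest rise and the 6 with the largest fall. To these were added 26 genes that the study names, 10 of which it had picked for their expression in these same libraries. Of the same list, KIF13A and PPFIBP1 were picked partly from splicing events in these libraries. Another gene on that list is not reported here and was left out of the list after the tests had been run.

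In total 14 gene lists written before the data were examined were tested with camera (limma 3.58.1) with an inter-gene correlation of 0.01, adjusted over the 14 lists. They covered S phase, G2/M phase, DNA replication, homologous recombination, ribosome biogenesis downstream of MYC, the spliceosome, splicing regulators, negative regulators of the JNK cascade, the JNK cascade, the interferon response, hypoxia, cholesterol biosynthesis, the unfolded protein response and targets of the aryl hydrocarbon receptor (AHR). Of their 609 entries, 606 matched the count table, 5 of them by an older symbol, and 588 were tested.

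The tests of genes and of lists were checked on simulated data, apart from glmTreat and camera with an estimated correlation. How often these find a real change is therefore not known here. Counts were drawn for the real genes from their means, dispersions and library sizes, and 200 genes were changed by known folds. edgeR's quasi-likelihood test recovered 200 of the 200 among 19315 tested genes, with 21 false calls among 221 genes. DESeq2 recovered 200 and limma-trend on log2(RPKM + 1) recovered 197. Among 51 simulated lists, camera called the changed list and none of the 50 unchanged ones. Genes were drawn independently of each other, so false calls that arise from correlation between genes were not checked. Each changed gene had moved by at least 2-fold, so the recovery of smaller shifts was not checked either.

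Alternatives were RLE and upper quartile scaling, no filter beyond 1 count, at least 10 counts in every library, DESeq2 1.42.0, edgeR's exact test, limma-trend on log2(RPKM + 1) and log2(RPKM + 0.1), the replicate number as a block, leaving out each library in turn, an adjusted p under 0.01, glmTreat against 2-fold, fry and camera with an estimated correlation. Chosen after seeing the data were halved counts, a limit on exon overlap, a filter at 1 CPM in at least 3 libraries and, for the lists, upper quartile scaling and log2(RPKM + 0.1). The lists were not tested under DESeq2 or the exact test. A search for seed matches of the hairpin strands in 3' untranslated regions was planned and was not run, since the sequence of the tRNA locus was not used here. Splicing cannot be measured from counts per gene. The abundance of tRF-1-Ser was not analysed here.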

Results

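To learn which transcripts change when tRF-1-Ser is knocked down, mRNA of MDA-MB-453 cells carrying a hairpin against tRF-1-Ser (shtRF, n = 3) was compared with mRNA of cells carrying a control hairpin (control, n = 3) at day 3. The control libraries held 63933631, 73684127 and 78917459 counts and the shtRF libraries 69695602, 71471440 and 63541413. The depth therefore differed by at most 1.24-fold between libraries. No gene took more than 1.55% of a library, which was the share of the mitochondrial ribosomal RNA MT-RNR2. The target of the hairpin is a small RNA that these libraries do not measure, so the knockdown itself could not be examined and the group names rest on the labels.

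Replicates resembled each other more than they resembled the other group. Over the tested genes, the Pearson correlation of log2(CPM + 1) was 0.9973 to 0.998 between libraries of one group and 0.9878 to 0.9894 between libraries of different groups. The first principal component held 76.4% of the variance and separated the groups, and the second held 7.18%. No replicate pair looked like one library deposited more than once, as the chi-square statistic per degree of freedom within groups ranged from 6.28 to 18.9, where sampling noise gives about 1 for independent counts and more where both mates of a pair are counted.

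Of 19628 genes tested with edgeR's quasi-likelihood test, 4046 were higher and 3704 were lower in shtRF with an adjusted p under 0.05. With a change of over 2-fold in addition, 522 genes were upregulated and 611 were downregulated. With an unadjusted p under 0.05 and a change of over 2-fold, the numbers were 566 and 726. The alternative that moved the 2-fold counts most was limma-trend on log2(RPKM + 1), with 88 upregulated and 107 downregulated genes at an adjusted p under 0.05, because that scale compresses the changes of genes with few reads. All 3 libraries of one group lay above all 3 of the other for 9551 genes, or 48.7% of those tested, where chance gives 10%.

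The largest rise under the rule was that of MAGEC1 (chromosome X, 141903894 to 141909388), a cancer-testis antigen gene. It had 4, 3 and 2 counts in the control libraries and 519, 525 and 604 in the shtRF libraries. Its log2 fold change of 7.60 ± 0.25 (SE; edgeR adjusted p = 1.41e-15) rests on control values close to the floor of 3 counts. BCAS1 (chromosome 20, 53936777 to 54070594) rose from 7.26 ± 1.39 to 120 ± 3.01 CPM (SD, n = 3), a log2 fold change of 4.04 (adjusted p = 8.05e-19). The pseudogene ZNF725P on chromosome 19 rose by 3.55 on the log2 scale, from 0.37 to 4.28 CPM. Whether some of these reads came from related zinc finger genes was not tested. KRT4 on chromosome 12 rose from 1.52 ± 0.23 to 15 ± 1.02 CPM. RFTN1 on chromosome 3 rose from 2.46 to 22.6 CPM and ANKRD35 on chromosome 1 from 1.80 to 16.3 CPM, and both had adjusted p-values under 0.05.

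The largest fall under the rule was that of CASP14 (chromosome 19, 15049384 to 15058293), which encodes a caspase of epidermal differentiation. It dropped from 29.8 ± 5.99 to 0.381 ± 0.0897 CPM (SD, n = 3), a log2 fold change of -6.27 ± 0.17 (SE; adjusted p = 4.84e-17). MEF2C on chromosome 5 and NDRG1 on chromosome 8 each fell by 4.03 on the log2 scale. The interferon-inducible gene IFI44L on chromosome 1 dropped from 48.8 ± 1.51 to 3.49 ± 0.276 CPM. PRICKLE1 on chromosome 12 fell by 3.71, but 28.7% of its exonic bases lie in exons of other genes, mainly a noncoding gene on the opposite strand that fell by 3.58. DSP (chromosome 6, 7541575 to 7586717), which encodes desmoplakin, was the most abundant of these genes and dropped from 219 ± 12.9 to 19.8 ± 1.41 CPM (adjusted p = 1.70e-19). All 12 genes kept their direction and an adjusted p under 0.05 in each alternative that tested them.

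**Figure D1:**
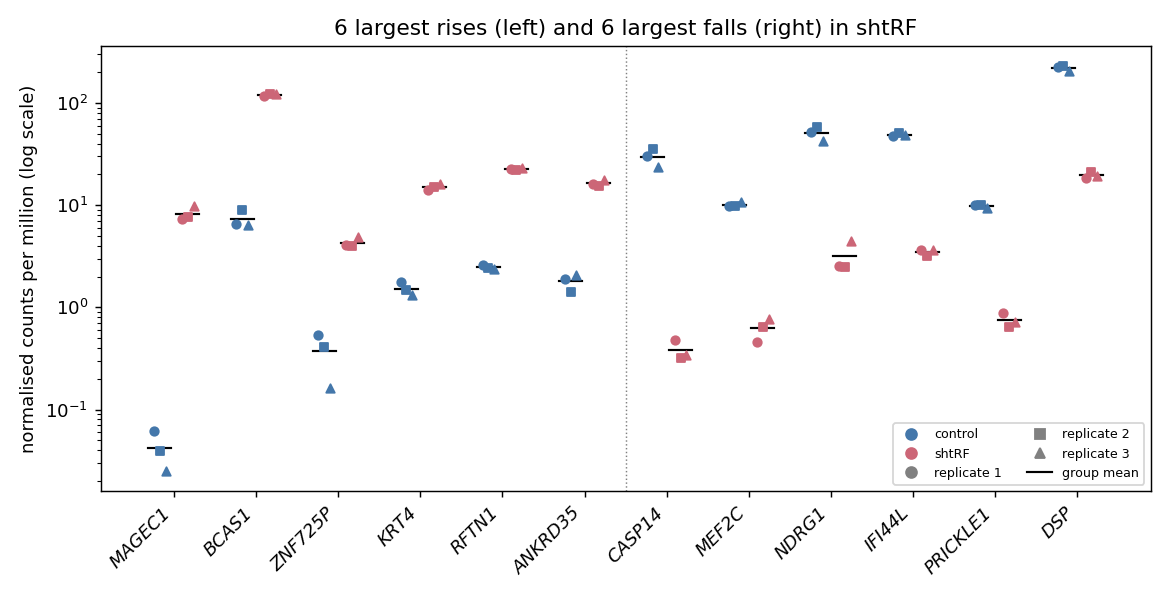
Normalised CPM (log scale) of the 6 genes with the largest rise and the 6 with the largest fall in shtRF under the rule. Each point is 1 of the 6 libraries, shaped by replicate number, and black lines are group means (n = 3). No shtRF point overlaps the control points of the same gene, and MAGEC1 has the lowest control values at 4, 3 and 2 counts.

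The 26 genes that the study names and that are reported here were examined next. Too few counts were present to test CD44, with at most 4 in any library, and CYP24A1. Of the 24 tested genes, 20 had an adjusted p under 0.05 over all genes and 22 when adjusted over the list alone. The study had picked 10 of them for their expression in these libraries, so for those neither count is independent evidence. All 10 were past the threshold in the direction of the list they came from. MYC dropped from 21 ± 0.667 to 7.55 ± 0.325 CPM (log2 fold change -1.48, adjusted p = 2.51e-12). The log2 fold change was -1.63 for PHGDH, -1.78 for FBXO2, -1.55 for BRDT and -1.40 for CDH2. FBXO2 and BRDT were low, at 1.27 and 1.23 CPM in control, and FBXO2 shares 11.4% of its exonic bases with FBXO44. The log2 fold changes of the genes that rose were 3.31 for KRT4, 2.21 for MTUS1, 2.21 for CYP1A1, 1.71 for AHR and 1.16 for CD274. AHR shares 39.2% of its exonic bases with other genes, mainly a noncoding gene on the same strand that rose by 1.75.

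Whether tRF-1-Ser acts on the amount of MBNL1, its binding partner in the study, was asked of the counts as well. MBNL1 was 32.3 ± 0.896 CPM in control and 38.3 ± 1.38 CPM in shtRF (SD, n = 3). That difference, a log2 fold change of 0.25 ± 0.06 (SE; adjusted p = 0.00205), was larger than the spread between replicates. It fell short of the threshold under limma-trend on log2(RPKM + 1) (adjusted p = 0.0582) and on log2(RPKM + 0.1) (0.053). The adjusted p ran from 7.21e-04 to 0.0582 over the 16 alternatives that tested this gene. MBNL1 has 15.6% of its exonic bases in exons of other genes, mainly the antisense gene MBNL1-AS1, which rose by 0.42. Of 3 genes whose splicing the study examined, KIF13A fell by 0.89 and PPFIBP1 rose by 1.02 in total expression, and MAP2K7 lay near the threshold at 0.15 (adjusted p = 0.0449). MAP2K7 lost its call in 11 alternatives, where the adjusted p reached 0.229, among them the fits without control replicate 1 (0.0696) or 3 (0.185) and without shtRF replicate 2 (0.182) or 3 (0.101).

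Among other genes of interest to the study, JUN rose by 0.54 (adjusted p = 8.47e-08) and MAPK9, which encodes JNK2, rose by 0.54, whereas MAPK8, which encodes JNK1, fell by 0.60. CD24 dropped from 69.9 ± 4.32 to 33.0 ± 0.988 CPM (adjusted p = 3.49e-12). EPCAM was 504 ± 27 and 552 ± 17.1 CPM and did not pass the threshold (adjusted p = 0.065), although it did without control replicate 3 (0.022) and without shtRF replicate 1 (0.0443). MKI67 fell by 0.30 (adjusted p = 7.88e-04). ELAC2, which encodes the nuclease that releases such fragments, rose by 0.33. No change past the threshold was found for VDR (log2 fold change 0.14, adjusted p = 0.0609), CYP27B1 (-0.07) or ANG (-0.68 ± 0.40, SE). ANG has 61.4% of its exonic bases in other genes, mainly RNASE4.

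**Figure D2:**
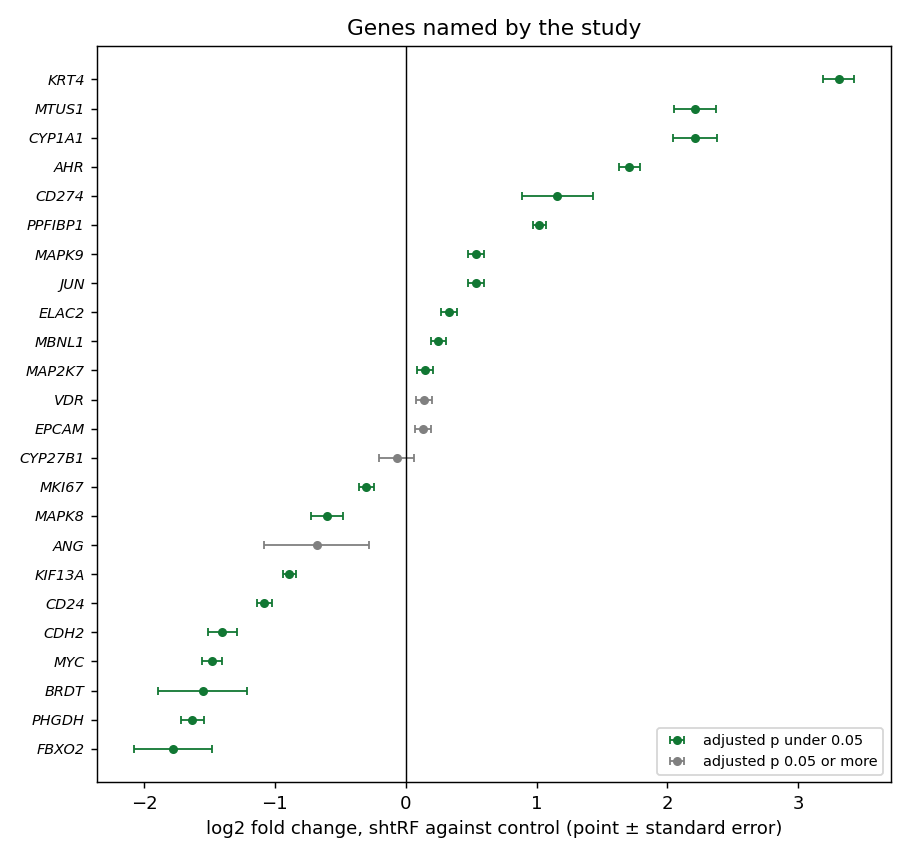
Log2 fold change of shtRF against control for the 24 tested genes. Points are edgeR estimates, bars are standard errors, and colour marks an adjusted p under 0.05 (n = 3 per group). They run from FBXO2 at -1.78 to KRT4 at 3.31.

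Gene lists for 14 processes, only some of which the study discusses, were compared with all other genes by camera. The smallest p-value was that of the interferon response list, with a median log2 fold change of -0.62 over 55 tested genes (adjusted p = 5.52e-35), and 44 of them were lower and 1 was higher with an adjusted p under 0.05. The hypoxia list was next by p-value, with a median of -0.40 over 46 genes (adjusted p = 3.74e-13). Lists for proliferation shifted less. The median was -0.26 for S phase (adjusted p = 4.24e-05), -0.18 for G2/M phase (5.73e-04), -0.17 for DNA replication (4.03e-04), -0.16 for homologous recombination (0.0194) and -0.17 for ribosome biogenesis (0.0174). The splicing lists lay at the threshold, with a median of -0.10 for the spliceosome and -0.06 for splicing regulators and an adjusted p of 0.0477 for each. Negative regulators of the JNK cascade were higher, with a median of 0.19 over 30 genes (adjusted p = 0.00712), while the JNK cascade list did not differ from other genes (0.08, adjusted p = 0.373). AHR targets had a median of 0.71 over 11 genes (adjusted p = 0.00305), 1 of which was CYP1A1, but the median was 0.07 over the 9 genes with at least 10 counts in every library (adjusted p = 0.0101). Cholesterol biosynthesis (-0.09, adjusted p = 0.06) and the unfolded protein response (-0.04, adjusted p = 0.705) did not pass. In the interferon and hypoxia lists 1 gene each had at most 3 counts in every library of a group, and with it at the bound that floor allows the medians are -0.62 and -0.40, as a single gene hardly moves a median.

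The list results depended on the test. With a correlation between genes estimated from the data, none of the 14 lists passed. The smallest adjusted p was 0.17, for the interferon list. Camera with that setting was not checked on simulated data. The fry test asks whether the genes of a list shifted in a common direction, without comparing them with other genes. A list with rises and falls alike can therefore fail it. Under fry, the lists for S phase, G2/M phase, DNA replication, homologous recombination, splicing regulators, negative JNK regulators, interferon, hypoxia and AHR targets held. Those for ribosome biogenesis (0.0663) and the spliceosome (0.0556) did not. Control replicate 3 decided the ribosome biogenesis result: without it the median was -0.13 and the adjusted p 0.108. The splicing lists also lost their call without control replicate 3 (adjusted p = 0.148 for the spliceosome and 0.108 for splicing regulators, the latter at a median of -0.025), without shtRF replicate 1 (0.109 and 0.067) or without shtRF replicate 3 (0.0604 and 0.0679). Without control replicate 1, cholesterol biosynthesis passed camera (adjusted p = 0.0204). The unfolded protein response passed it without control replicate 3 (adjusted p = 0.00164), with a lower mean over its genes in shtRF although the median was 0.0017.

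**Figure D3:**
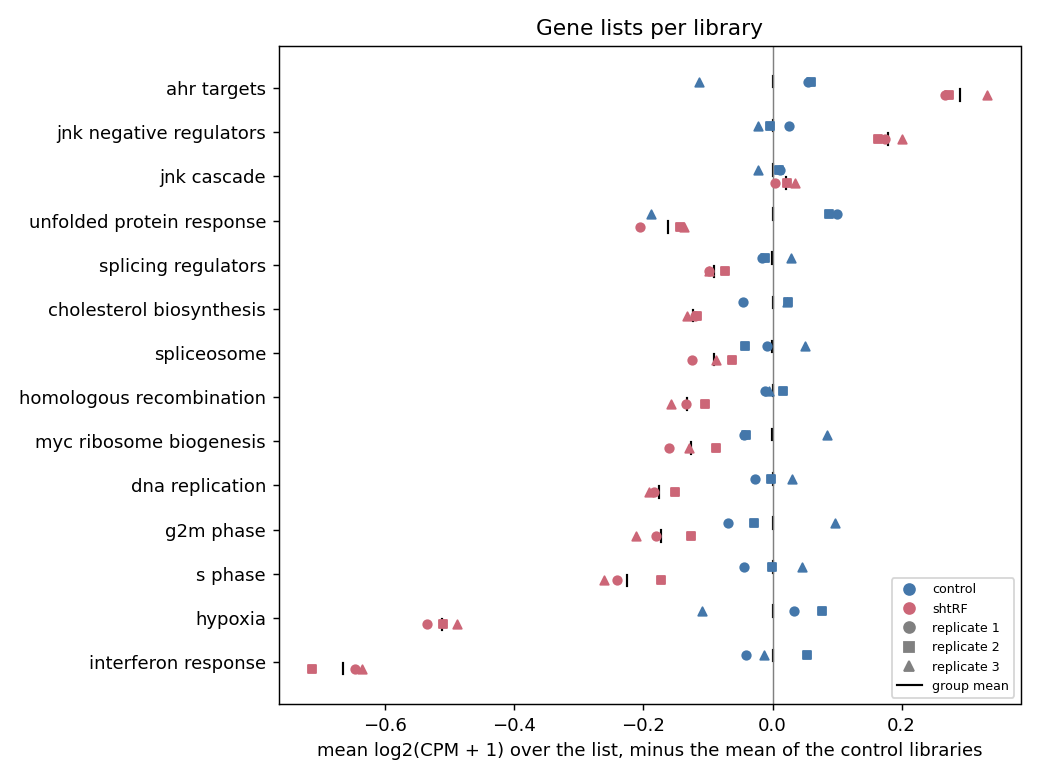
Mean log2(CPM + 1) over the genes of each list, per library, minus the mean of the control libraries. Points are libraries, shaped by replicate number, and black lines are group means (n = 3). The shtRF libraries lie between -0.713 and -0.636 for the interferon response, and for the unfolded protein response control replicate 3 lies among the shtRF libraries at -0.188.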

Values the study reported

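The study reported 297 upregulated and 383 downregulated genes after tRF-1-Ser knockdown in these cells. It also described weaker JNK cascade and DNA replication terms in its gene set enrichment analysis. For MBNL1 it reported no response to knockdown or overexpression of tRF-1-Ser, in mRNA by qPCR and in protein. Those are other measures than the counts examined here.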

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

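The 6 counts of genes stayed within 1.5 times of those reported under RLE and upper quartile scaling, no filter beyond 1 count, DESeq2, the exact test and, chosen after seeing the data, halved counts and genes with under 10% exon overlap. Across the 6 fits that each left out 1 library, 470 to 523 genes were upregulated and 546 to 641 downregulated over 2-fold at an adjusted p under 0.05. Upper quartile scaling gave 3508 higher and 4174 lower genes, so that 45.7% of calls were higher in place of 52.2%; limma-trend gave 43.3% on log2(RPKM + 1) and 43.1% on log2(RPKM + 0.1), which carries no correction of composition.

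The counts over 2-fold moved. On log2(RPKM + 1) they were 88 and 107 with the adjusted p and 88 and 108 with the unadjusted p. On log2(RPKM + 0.1) they were 294 and 404, and 301 and 420. With a filter at 1 CPM in at least 3 libraries, chosen after seeing the data, they were 280 and 355 under both p-values, over 14826 genes. With at least 10 counts in every library, 462 genes fell at an unadjusted p. The smaller counts follow from a compressed scale or from fewer low-count genes being tested: 280 of the 522 upregulated and 341 of the 611 downregulated genes were called under the filter at 1 CPM too. When the change itself was tested against 2-fold with glmTreat, 157 genes rose and 156 fell, so for many genes a change of over 2-fold was an estimate that its error did not secure.

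The replicate number did not pair libraries: the deviations of same-numbered libraries from their group means correlated at 0.06, 0.02 and 0.02. With the replicate block the counts were 4123 and 3776 at an adjusted p under 0.05, and the splicing lists were just short of the threshold, with unchanged medians of -0.1 and -0.06 (adjusted p = 0.0541 for each).

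Lists for S phase, G2/M phase, DNA replication, the interferon response and hypoxia kept their direction and passed under RLE and upper quartile scaling, each filter, both RPKM scales, the replicate block, halved counts, the limit on exon overlap, fry and each fit without 1 library, but not under camera with an estimated correlation. Under that test the adjusted p was 0.447 for S phase and homologous recombination, 0.533 for G2/M phase, 0.547 for ribosome biogenesis and the spliceosome, 0.466 for splicing regulators, 0.17 for the interferon response and 0.289 for DNA replication, hypoxia, negative JNK regulators and AHR targets; the cause was not tested. Under fry, ribosome biogenesis (0.0663) and the spliceosome (0.0556) no longer passed, and the JNK cascade (0.00307) and cholesterol biosynthesis (0.0116) did. Over genes with under 10% exon overlap, which tests fewer genes per list, the medians were -0.17 for homologous recombination, -0.15 for ribosome biogenesis, -0.13 for the spliceosome, -0.1 for splicing regulators, 0.18 for negative JNK regulators and 0.75 for AHR targets, none past the threshold. With all genes of at least 1 count, cholesterol biosynthesis passed at a median of -0.1, and so it did under upper quartile scaling at -0.12 (adjusted p = 0.0375). Leaving out 1 library gave medians of -0.21 to -0.13 for ribosome biogenesis, -0.13 to -0.09 for the spliceosome, -0.11 to -0.025 for splicing regulators, -0.12 to -0.06 for cholesterol biosynthesis and -0.034 to 0.0017 for the unfolded protein response, with calls lost or gained in some of them. The JNK cascade median was 0.039 without control replicate 3 and did not pass in any of these fits. The unfolded protein response passed camera without control replicate 3 (adjusted p = 0.00164) at a median of 0.0017, which hides a lower mean in shtRF. Relative to the mean of all controls, its mean log2(CPM + 1) stood at 0.1 and 0.088 in control replicates 1 and 2. In the shtRF libraries it stood at -0.205, -0.144 and -0.137. The AHR median depended on genes with few counts as well as on the scale. It was 0.07 over the 9 genes with at least 10 counts in every library and over the 9 above 1 CPM, 0.39 with halved counts, 0.32 on log2(RPKM + 0.1) and 0.05 on log2(RPKM + 1), with an adjusted p under 0.05 in each. Without control replicate 3 its adjusted p was 0.0478 at a median of 0.72.

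Of 559 values of 35 named genes under the alternatives, 544 kept direction and side of the threshold. The changes were 13 weaker and 2 stronger, in MBNL1, MAP2K7 and EPCAM. The search for seed matches was not run.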

Other observations

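The tests of overlap, of strand, of mates and of neighbouring genes were chosen only after the results were seen. The fits of the interferon list that left out each library in turn were planned. Their use as a test of single libraries was chosen after the results were seen. The tests of GC content, ATF4 targets and desmosome components were written before their result was seen, though after the pattern that prompted them.

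With an unadjusted p under 0.05 and over 2-fold, 566 genes were upregulated. That is higher than the value quoted from the study above. The number downregulated was 726. That is also higher than the value quoted above. The low-count filter of the study is not stated, and a difference in filter may account for some or all of the gap: with one at 1 CPM in at least 3 libraries, chosen after seeing the data, the numbers in these data were 280 and 355.

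The grouping itself was set against the other splits of the 6 libraries into 3 and 3. For each of the 6 counts of genes, 1 of the 10 splits, the labelled one, gave as many; each of the other 9 gave 0 genes with an adjusted p under 0.05, and between 83 and 106 genes with an unadjusted p under 0.05 and over 2-fold. For the lists, the number of splits with a camera p as small was 1 for the interferon response, hypoxia, negative JNK regulators and AHR targets, 2 for S phase, DNA replication, homologous recombination and the JNK cascade, 3 for splicing regulators and cholesterol biosynthesis, 4 for G2/M phase and the spliceosome, 5 for ribosome biogenesis and 6 for the unfolded protein response. With 10 splits no share can be under 0.1, so chance cannot be told apart from the labels by this count.

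The clearest list result was the fall of interferon-response genes. GC content and gene length argue against being its whole cause: after their trend was removed the median was -0.61, where 95% of 10000 random lists of similar expression lay between -0.09 and 0.11. Shared reads do so too, as the median was -0.64 among genes with under 10% exon overlap, and so does a single library, as the median nearest 0 among fits without 1 library was -0.55. The fall included IRF9 (-0.56), IRF7 (-0.67), MX1 (-1.99) and IFI27 (-2.56), whereas IFIT2 (0.09), IFIT3 (-0.08) and OASL (0.00) did not change and ISG20 rose (1.03). None of the 15 interferon genes in the table had more than 14 counts in any library. Whether shtRF cells were below the usual level or control cells above it stays open, because both groups carried a hairpin virus and cells without one were not analysed here. A weaker basal interferon signal in shtRF cells is one candidate explanation and a response to the control virus or hairpin another, and no value here separates them.

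The hypoxia list had a median of -0.39 after the same adjustment, against a random range of -0.09 to 0.13, so GC content and length do not account for it either. The fall was uneven. CA9, chosen after its values were seen, had 116, 162 and 133 counts in control and 2, 0 and 0 in shtRF, at least 43.1-fold lower, and NDRG1, VEGFA (-1.14), LDHA (-1.13) and BNIP3 (-0.93) fell, while SLC2A1 (0.46), MXI1 (0.80) and P4HA2 (0.48) rose. Culture density and oxygen were not measured and were not tested.

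The unfolded protein response list did not move as a whole, but several stress genes of it fell, among them PHGDH (-1.63), VLDLR (-1.59), STC2 (-2.42), CHAC1 (-2.11) and ATF4 itself (-0.56, adjusted p = 1.63e-04), whereas PPP1R15A rose (0.80, adjusted p = 8.67e-10). The hypothesis of lower ATF4 output in shtRF was tested on 41 ATF4 targets, 7 of which, CHAC1 included, are in the unfolded protein response list too. Their median log2 fold change was -0.35 (camera adjusted p = 0.00132), against 0.04 for 22 chaperone genes of that list (adjusted p = 0.376). Values per library do not bear out a difference between the groups. Relative to the control mean, the ATF4 targets stood at 0.20 and 0.13 in control replicates 1 and 2, at -0.33 in control replicate 3 and at -0.28, -0.29 and -0.28 in the shtRF libraries. The median was -0.19 without control replicate 1, -0.24 without control replicate 2 and -0.44 without control replicate 3, 4 of the 10 splits gave a camera p as small, and fry gave an adjusted p of 0.136. Lower ATF4 output in shtRF and a stress shared by control replicates 1 and 2 cannot be told apart with 3 control libraries, of which 1 stood with the other group. Nutrient state at harvest is a candidate explanation for such a split within the controls; it was not tested. PHGDH, 1 of the genes the study names, is itself in this programme, and its spread in control (249 ± 42.8 CPM) was wider than in shtRF (80.4 ± 3.54), although all 3 control libraries lay above all 3 shtRF libraries.

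DSP and DSG2 (-2.63), which encode desmosome proteins, fell together, which prompted a test of 9 other components. DSC2 (-1.47), PKP1 (-1.52) and PKP2 (-1.57) were lower with an adjusted p under 0.05, but 2 components, PERP (0.94) and PPL (0.25), were higher, and the list did not pass camera (median -0.04, adjusted p = 0.427). Relative to the control mean, the 9 components stood at 0, 0.04 and -0.03 in control and at -0.16, -0.14 and -0.12 in shtRF. Their mean was thus lower in each shtRF library than in each control library, although 2 components rose. A fall of every component is therefore argued against, and part of the components fell. Why these did stays open.

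Some genes on opposite strands had nearly the same values. DDIT4 on chromosome 10, for example, had 32712 counts in control replicate 1 and the noncoding gene across from it 28303, with log2 fold changes of -2.81 and -2.79. Across 376 tested genes with at least 90% of their exonic bases in exons of an opposite-strand gene, the log2 fold changes of both genes correlated across genes at a Spearman coefficient of 0.68, against 0.07 for 2850 pairs of opposite-strand neighbours without overlap (genes are not independent replicates). The coverage per base was within 2-fold of that of the surrounding gene for 41.8% of the 376, against 22.4% of the neighbours, so for most it was not nearly equal. Among the 376, the median coverage per base was 0.839 of that of the gene around them, against 0.35 for the neighbours. Among all 447 such genes in the table the median was 0.578, against 0.0241 for 2848 pairs of neighbours without overlap. Of the 447, 12.8% had under 5% of the coverage of the gene around them. Counting that ignored strand is a candidate explanation for the shared changes, although the libraries were made to keep it, and a change in a long noncoding RNA that overlaps a coding gene may be that of the coding gene. Both mates of a pair may have been counted as well, since at least 74.2% of counts from 1 to 4 were even in each library. With halved counts, all 6 counts of genes stayed within 1.5 times of those reported.

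Along the chromosomes, windows of 41 neighbouring genes were compared with 100 permutations of gene order. The largest shift, a median of 0.65 on chromosome 5 from 140.9 to 142.3 Mb, covers the protocadherin clusters, and 78.0% of its genes share exons with another. The 9 others had a median of 0.03, so 1 change counted in many overlapping genes may account for that window. A smaller shift on chromosome 2 from 202.0 to 218.3 Mb, with a median of -0.26 among genes without overlap, was at the permuted limit of -0.25, and one on chromosome 17 from 1.518 to 5.028 Mb, with a median of 0.26, at the limit of 0.25. In these windows 73.2% of genes were lower and 65.9% higher, against 78.7% and 79.8% for uniform shifts of those sizes. Among all genes, 8 windows passed limits of -0.24 and 0.26, those on chromosomes 3, 4, 16 and 22 with medians between -0.25 and 0.30 and without a counterpart among genes without overlap. For the windows on chromosomes 2 and 17, a copy-number difference between the cell populations cannot be told apart from regional regulation without DNA data.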
